A study of Mus musculus with 12 samples. Its data were reported in "Spontaneous mutation in 2310061I04Rik results in reduced expression of mitochondrial genes and impaired brain myelination" (2024).

How the data were processed

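Bulk RNA sequencing had been carried out on 12 single mouse embryos of the C57BL6/J strain at embryonic day 9.5 (E9.5), 6 homozygous for a deleted Traf7 allele (KO) and 6 wild type (WT). The KO titles carry an asterisk, which the study puts on Traf7 alleles from the line with the 2310061I04Rik deletion. The deposited record is not of a piece on the tissue: the series title speaks of brain, and the series design text of brain taken postnatally. The labels of every sample give E9.5 embryos, which were followed here. The study reports this comparison for E9.5 embryos in its results, whereas its methods for RNA name brain alone. Those methods describe brains held in an RNA stabilising solution and total RNA isolated with a column kit, and give no separate protocol for embryos. A service company made the libraries, sequenced them and ran its standard pipeline. The submitters' processing notes name the mouse build GRCm38. The aligner, the counter, their versions and the strand setting are not given in the sources used here, so reads of overlapping or antisense genes could not be told apart and genes with near-identical copies are uncertain. The labels give each library a group and a number and do not say which embryos were littermates. The numbers were therefore not used to pair libraries.

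The authors deposited 1 table for the series with 54532 genes, of which 26752 had no count in any library. Its count columns hold the raw number of reads per gene, as the authors' pipeline counted them. Its FPKM columns hold the authors' values per kilobase of gene length and scaled to the library total; they equal count over length and total, multiplied by 1 factor per library between 0.974 and 1.02. The signal columns of the deposited table are the authors' mean normalised counts per group and were not tested here. The log2 fold changes of KO over WT and the p-values in the deposited table come from the authors' DESeq2 Wald test. In the deposited table the adjusted p-value is listed at 1 for genes that were left out of the adjustment. Coordinates, biotypes and symbols are those of the same table. No per-sample column was left unused.

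Library totals ran from 16675204 to 21917571 counts. A gene with 0 counts can lie below up to 3 counts, which is 0.137 to 0.18 CPM (counts scaled to a library of 1e6 counts) depending on the library. The reads carry no molecular identifiers, so this floor covers counting error only. The lowest chi-square per gene between any pair of libraries of the same group was 4.39, well above sampling noise, and no library was a copy of another.

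The main test was the quasi-likelihood F test of edgeR 4.0.16 (robust fit, group as the only term, TMM factors, filterByExpr by group) on the deposited counts in R 4.3.3, which tested 14804 genes. A gene was called at a Benjamini-Hochberg adjusted p of 0.05 or less, and a second count also asked for an absolute log2 fold change of 1 or more, the threshold the study states. Adjusted p-values below come from this edgeR test unless another source is named, and all tests were two-sided. Standard errors are of the fitted log2 fold change. CPM values were computed with TMM-scaled library sizes, and means are given ± SD with n = 6 embryos per group. Because nothing states how the embryos were grouped in litters, p-values measure the spread between these embryos.

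29 gene lists were fixed for the cell types, body regions and pathways of a midgestation embryo. The 27 with at least 5 tested members were tested with camera in limma 3.58.1, with the correlation within each list estimated from the data, and adjusted over the lists. For each list the number of members called over all genes and the number called when adjusted over the list alone were counted. Camera with a preset correlation of 0.01 and fry, a test of whether a list moves on balance 1 way that makes no comparison with other genes, were alternatives. Calls in a window of 15 Mb around Traf7 and 2310061I04Rik were compared with the rest of the genome by Fisher's exact test. The spread of embryos within a group was the distance of each library to its group centroid on log2 CPM (prior count 2), and the share of counts from genes named mt- was taken as a percentage of the library total; both were compared by an exact permutation test over all 924 label assignments, for which the smallest possible p is 0.00216. Genes with a mean FPKM over 1 in a group were counted as detected in it.

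The genes named below follow a rule. It takes Traf7, 2310061I04Rik and Klf2 with the 2 nearest tested protein-coding genes on each side of the first 2 genes; up to 10 higher and 10 lower protein-coding genes among those called at least 2-fold; up to 4 members of each list with the smallest p; every measured gene of the mitochondrial DNA and sex lists; and genes in which 1 library stood apart. Groups, tests, lists, this rule and the first set of alternatives were fixed before the data were examined. Other genes are marked where they appear as chosen after their values were seen.

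Alternatives in that set were DESeq2 1.42.0, limma voom with sample quality weights, other scaling, other filters, a replicate block, a Y-linked covariate for sex, removal of haemoglobin and mitochondrial genes, each library left out in turn, a limma-trend fit on log2(FPKM + 1), other FPKM minimums, other windows, other distance measures and the authors' deposited comparison. Alternatives added after the data were seen set aside libraries that stood apart, added the mean of the posterior Hox genes as a covariate, took Klf2 out of its list, or tested list means by exact permutation. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 did the remaining steps.

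The steps were tested on simulated data drawn from the means, dispersions and library sizes of these libraries with 200 genes changed by known folds. For the KO over WT comparison edgeR tested 14652 simulated genes and called 52.0% of the genes made 1.5-fold different, 82.0% of those at 2-fold, 100% at 4-fold and 96.0% at 8-fold, with 15 calls among 14604 unchanged genes. DESeq2 tested 14513 and called 68.0%, 92.0%, 100% and 98.0%, with 38 calls among the unchanged genes. A simulated list shifted by 0.75 on the log2 scale was called, as was 1 of 25 other lists, over 14643 genes. Simulated genes were drawn independently of each other, so correlation within lists and embryos that stand apart were absent. The list result therefore does not show that camera would call such a shift in the real embryos.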

Results

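TRAF7 is a ubiquitin ligase of the TNF receptor-associated factor family, and mouse embryos without it die at midgestation. The comparison asked how the transcriptome of Traf7-deficient embryos differs from that of WT embryos at E9.5, shortly before that death. The deleted allele came from an embryonic stem cell clone that also carried a small deletion in an intron of 2310061I04Rik. That gene lies further along chromosome 17, so the KO embryos may lack both genes. Effects of losing Traf7 and of losing 2310061I04Rik cannot be told apart here. RNA of 6 KO and 6 WT embryos was sequenced to between 16675204 and 21917571 counts per embryo, and 3 embryos of each group carried Y-linked transcripts.

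Traf7 (chromosome 17, 24508562 to 24527938, GRCm38) fell in the KO embryos to 17.2 ± 2.22 CPM (SD, n = 6) from 122 ± 11.4 CPM in WT, a log2 fold change of -2.83 (SE 0.0918, adjusted p = 2.4e-10). Every KO library, at 13.1 to 19.3 CPM, lay below every WT library, at 114.5 to 144.3 CPM, so no library went against its label. The allele removes internal exons, and reads of the remaining exons can account for the residual counts of such a gene. Klf2 (chromosome 8, 72319033 to 72321656), a transcription factor that endothelial cells make in response to blood flow, had the largest fall of the called genes, from 9.87 ± 1.83 to 0.323 ± 0.232 CPM (log2 fold change -4.88, SE 0.318, adjusted p = 2.06e-06), and was lower in 6 of 6 KO embryos. Lgals1, which encodes the sugar-binding protein galectin-1, also fell, from 65.4 ± 6.07 to 42.8 ± 5.9 CPM (log2 fold change -0.61, SE 0.0900, adjusted p = 0.0383); it lies outside the naming rule and was chosen after its values were seen. Its call was the weakest: the log2 fold change stayed between -0.67 and -0.56 in 26 alternatives, but the call was lost in 15 of them, among them 10 of the 12 in which a single embryo was left out. 2310061I04Rik (chromosome 17, 35892677 to 35897431) measured 2.38 ± 1.99 CPM in KO and 12.1 ± 3.64 CPM in WT, a log2 fold change of -2.35 (SE 0.397) that did not pass the edgeR test (adjusted p = 0.155). KO embryo 6, at 6.39 CPM against 1.14 to 2.03 CPM in the other KO embryos, decided that outcome: without it the log2 fold change was -2.93 with an adjusted p of 8.33e-05. DESeq2 called the gene with all embryos (adjusted p = 0.000144), as did limma voom with quality weights (adjusted p = 0.0279).

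**Figure D1:**
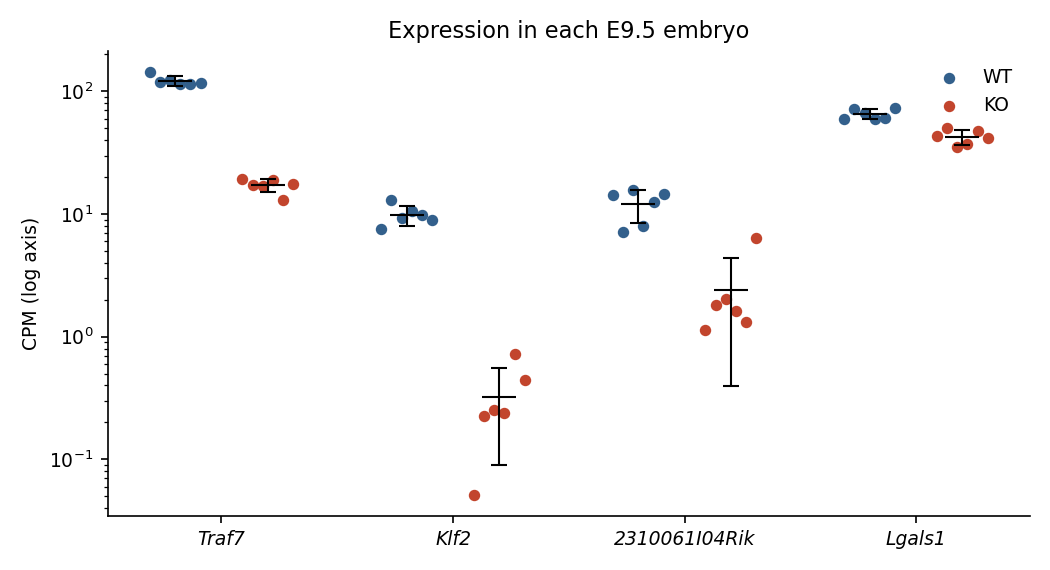
CPM on a log axis of 4 genes in each WT (blue) and KO (red) embryo, 1 point per embryo, with black bars for the mean ± SD of the 6 embryos. Traf7, Klf2 and Lgals1 separate the groups without overlap, and for 2310061I04Rik KO embryo 6 at 6.39 CPM sits just under the lowest WT embryo at 7.2 CPM.

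Traf7, Klf2 and Lgals1 were the 3 genes called by edgeR among 14804 tested; all 3 fell, and 2 of them, Traf7 and Klf2, by at least 2-fold. No gene rose past the threshold by edgeR. At an unadjusted p of 0.05 or less 1501 genes were higher and 1143 lower, 2644 in all, against 740 given by chance. The tool set the count. DESeq2 called 313 genes, 196 higher and 117 lower, with 45 at least 2-fold (37 higher and 8 lower), and voom with quality weights called 53, of which 6 at least 2-fold. The authors' deposited table calls the same genes as DESeq2 here. With KO embryos 2, 3 and 5 set aside, an alternative chosen after the data were seen because these 3 stood apart, edgeR called 36 genes, 21 higher and 15 lower, and with KO embryo 5 alone left out it called 5.

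Among endothelial genes that respond to blood flow Klf2 fell, a few others were lower, and the rest went both ways. The flow-responsive list, with 14 measured members, was the one list called (camera adjusted p = 0.0105). 1 member, Klf2, was called over all genes by edgeR, and 4 fell when adjusted over the list alone: Klf2, Aqp1, Nos3 and Thbd. The authors' deposited table calls 3 members lower, Klf2, Aqp1 and Nos3. Aqp1, a water channel, had 0.631 ± 0.234 CPM in KO and 1.64 ± 0.313 CPM in WT (log2 fold change -1.35, SE 0.244), Nos3, the endothelial nitric oxide synthase, 8.68 ± 1.34 and 12.4 ± 1.56 CPM (log2 fold change -0.52, SE 0.12), and Thbd, which encodes thrombomodulin, 6.56 ± 1.41 and 9.04 ± 1.16 CPM. The study singled out Klf2 on these samples, so its place in the count is not independent evidence, and without Klf2 the list was no longer called (adjusted p = 0.448). The members went both ways, 7 higher and 7 lower, with a median log2 fold change of -0.03 and a mean of -0.48. The list was also not called by voom (adjusted p = 0.263). Of 20 endothelial cell markers 11 were higher and 9 lower (median log2 fold change 0.02, adjusted p = 0.965), and none was called over all genes or adjusted over the list alone; Plvap measured 75.2 ± 6.48 CPM against 88.5 ± 8.1 CPM and Flt1 47.7 ± 17.4 against 32.6 ± 2.42 CPM, with KO embryo 5 at 81.9 CPM. The arterial and Notch list of 17 genes was not called (median log2 fold change 0.02, mean -0.03, adjusted p = 0.965); 1 member, the arterial gap junction gene Gja4, fell when adjusted over the list alone (log2 fold change -0.64, SE 0.155).

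Genes that the hypoxia-inducible factor (HIF) turns on, with the enzymes of glycolysis, were higher in the KO embryos. All 26 measured members of this list had a log2 fold change above 0. The median was 0.75 (0.38 by voom with quality weights) and the mean 0.88. For 8 of them every KO embryo lay above every WT embryo, which chance gives for 0.108% of genes taken singly. These 8 are not independent of each other, as the estimated correlation within the list was 0.819. No member was called over all genes by edgeR and 25 rose when adjusted over the list alone; the authors' deposited table calls 16, all higher. Bnip3, a mitochondrial protein that marks organelles for removal, measured 181 ± 113 CPM in KO and 54 ± 6.83 CPM in WT (log2 fold change 1.74, SE 0.361). Pdk1, a pyruvate dehydrogenase kinase, measured 255 ± 99.3 and 119 ± 7.31 CPM (log2 fold change 1.11, SE 0.208). The glycolytic enzymes Pgk1 and Ldha had log2 fold changes of 0.66 (SE 0.155) and 0.42 (SE 0.0957). Members moved together from embryo to embryo, and the camera test gave an adjusted p = 0.44 with an estimated correlation, while the preset correlation gave 3.18e-21. The mean log2 ratio of the list to WT was 1.70 in KO embryo 5 and 1.18 in KO embryo 3, 0.275 to 0.449 in the other KO embryos, and -0.09 to 0.147 in WT. With KO embryos 2, 3 and 5 set aside the median fell to 0.30 and the list was called (adjusted p = 0.0122).

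**Figure D2:**
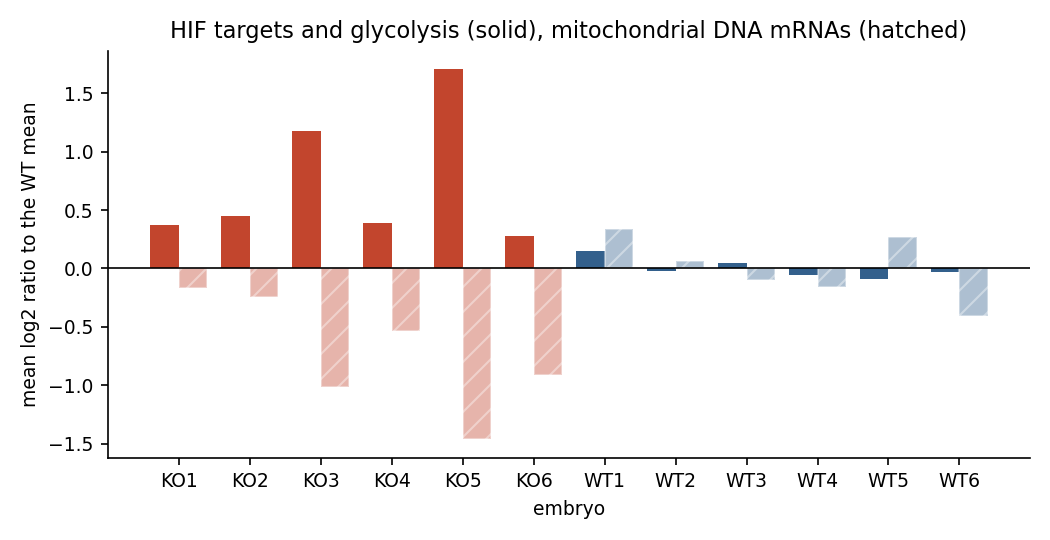
Mean log2 ratio to the WT mean in each embryo for the 26 HIF and glycolysis genes (solid bars) and for the mitochondrial DNA mRNAs (hatched bars), KO in red and WT in blue. The mean of the HIF genes lies above that of every WT embryo in all 6 KO embryos, highest in KO5 at 1.70. The mean of the mitochondrial mRNAs is lowest in KO5 at -1.46 and KO3 at -1.01.

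Transcripts of the mitochondrial genome took a smaller part of the KO libraries. The study follows such transcripts in brains that lack 2310061I04Rik. Genes named mt- held 0.52 ± 0.186% of counts in KO (n = 6) and 0.776 ± 0.134% in WT, a difference of -0.257 percentage points (exact permutation test, p = 0.0303). The difference was no longer past the threshold without KO embryo 5 (-0.21 percentage points, p = 0.052 in the exact permutation test), without KO embryo 6 (-0.23, p = 0.052) or without WT embryo 1 (-0.225, p = 0.0541). Of 14 measured mRNAs and rRNAs, 8 fell and 1 rose when adjusted over the list alone, and none was called over all genes by edgeR. The authors' deposited table calls 4 lower and 1 higher. The list had a median log2 fold change of -0.64 and a camera adjusted p of 0.448 with an estimated correlation, 7.29e-07 with the preset one. mt-Cytb, a subunit of complex III, measured 695 ± 255 CPM in KO and 1276 ± 217 CPM in WT (log2 fold change -0.88, SE 0.243), and mt-Co2, mt-Nd4 and mt-Nd4l had log2 fold changes of -0.79, -0.79 and -1.36. mt-Nd4l was low, at 0.757 ± 0.281 and 1.95 ± 1.01 CPM. The gene that rose was mt-Rnr1, a ribosomal RNA of the mitochondrion, at 154 ± 46.7 CPM against 95.3 ± 18.8 CPM (log2 fold change 0.69, SE 0.199), and mt-Rnr2 was at 136 ± 69.8 against 99.2 ± 23.6 CPM. Nuclear copies of mitochondrial sequence can share reads with all of these genes, so their levels are uncertain. The mRNAs were lowest in KO embryos 5, 3 and 6, with mean log2 ratios to WT of -1.46, -1.01 and -0.91, while KO embryos 1 and 2, at -0.17 and -0.25, lay within the WT range of -0.41 to 0.334.

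Nuclear genes for mitochondrial proteins leaned to lower values in KO without being called as lists by camera with an estimated correlation. Of 81 nuclear subunits of the respiratory chain 65 were lower (median log2 fold change -0.06), and of 77 mitochondrial ribosomal proteins 70 were lower (median -0.13). None was called by edgeR over all genes or adjusted over the list alone. The authors' deposited table calls 3 of the 81 and 2 of the 77, all lower, among them Uqcrc1 and Mrps26. The camera adjusted p was 0.44 and 0.448 with an estimated correlation against 6.79e-06 and 1.02e-10 with the preset one. Fry called the respiratory chain list (adjusted p = 0.0338). Uqcrc1 of complex III measured 252 ± 13 CPM in KO and 282 ± 5.69 CPM in WT, and Mrps26 43.3 ± 4.76 and 52.1 ± 2.43 CPM. Factors that transcribe and maintain mitochondrial RNA, 24 genes, were not called (median log2 fold change -0.09, adjusted p = 0.946), and the mitochondrial RNA polymerase Polrmt measured 37.3 ± 1.34 against 41.3 ± 2.22 CPM.

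Genes of the rear of the body were nearly absent from some embryos. All 14 measured posterior Hox genes, which pattern the trunk and tail, had a log2 fold change below 0 (median -0.62), yet none was called over all genes or adjusted over the list alone (camera adjusted p = 0.796 with an estimated correlation; 0.000505 with the preset one), because the difference sat in single embryos. Hoxc9 had no count in KO embryos 2 and 3, which allows at most 0.139 and 0.153 CPM, and 2.81 CPM in KO embryo 6, against 11.9 to 14 CPM in KO embryos 1, 4 and 5; among WT embryos it was 5.65 CPM in WT embryo 5 and 14.8 to 19.4 CPM in the rest. Across paralog groups, the sets of Hox genes numbered from head to tail, the group medians of KO embryos 2 and 3 were within 1.0 of the WT mean on the log2 scale in groups 1 to 4, though Hoxd1, chosen after its values were seen, lay lower (-3.01 and -1.54), and below it by 3.73 and 3.33 in group 6 and 6.64 and 5.90 in group 9, with a floor of 3 counts added. KO embryo 6 and WT embryo 5 were near WT up to group 8 and fell away in groups 10 to 13, with -4.34 and -2.50 in group 10. Of 17 presomitic and somite genes 13 were lower in KO (median log2 fold change -0.29, camera adjusted p = 0.583 with an estimated correlation, 0.0165 with the preset one), none of them called; Uncx measured 4.55 and 5.64 CPM in KO embryos 2 and 3 against 14 to 19.8 CPM in WT. The hindlimb gene Tbx4, chosen after its values were seen, had 0.638, 0.203, 0.11 and 0.523 CPM in KO embryos 2, 3 and 6 and WT embryo 5, against 6.1 to 15.8 CPM in all other embryos.

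**Figure D3:**
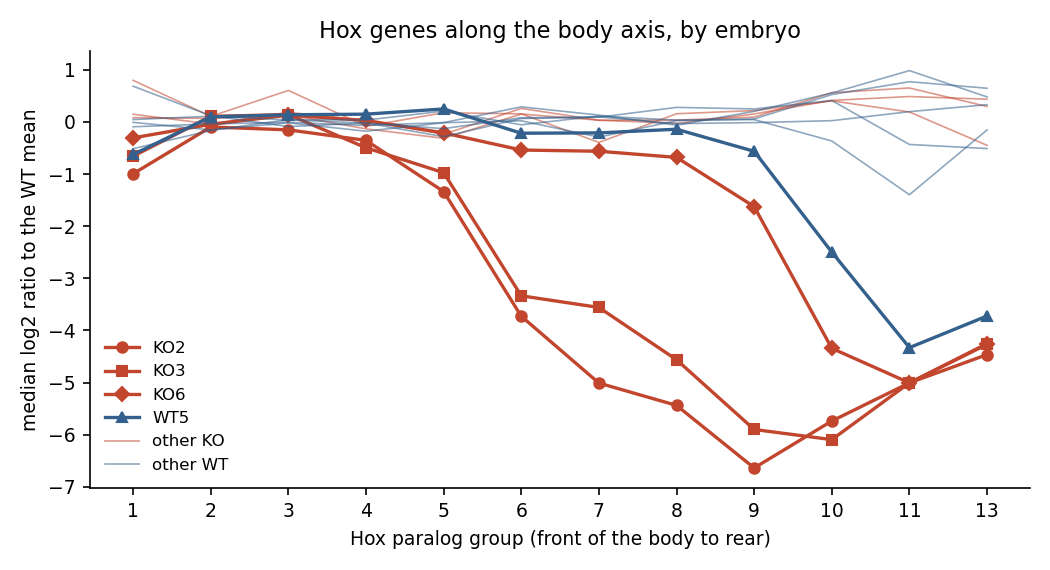
Median log2 ratio to the WT mean of the tested Hox genes in each paralog group, from group 1 at the front of the body to group 13 at the rear, 1 line per embryo. KO2 and KO3 are also lowest in group 1 (-0.995 and -0.659), lie below all other embryos in groups 4 to 10 and reach -6.64 and -5.90 in group 9, where KO6 is at -1.62 and WT5 at -0.56 and the remaining 8 embryos lie between -0.01 and 0.25.

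Heart genes did not follow the same course in every KO embryo, and neural genes did not part the groups as a list. The list of neural progenitor and neuron genes was not called (9 of 20 higher, median log2 fold change -0.01, mean 0.02, adjusted p = 0.965); 2 members passed when adjusted over the list alone, among them the neurogenic factor Neurog2, which fell (16 ± 3.09 CPM in KO, 21.8 ± 3.24 CPM in WT). All 12 neural crest genes were higher in KO (median log2 fold change 0.15), with none called (adjusted p = 0.448); Dlx5 measured 12.5 ± 3.33 against 9.81 ± 1.24 CPM. The 20 heart muscle genes were not called (8 higher, median log2 fold change -0.09, mean 0.03, adjusted p = 0.965), but KO embryo 3 had almost none of them, with 6.92 CPM of the myosin gene Myh7 against 106 to 323 CPM in the other KO embryos and 68.3 to 104 CPM in WT. Endocardial and cushion genes were not called (6 of 15 higher, median log2 fold change -0.07, adjusted p = 0.965), and 1, Npr3, a natriuretic peptide receptor, rose when adjusted over the list alone (41.6 ± 4.81 against 32.4 ± 3.47 CPM). Of 10 smooth muscle and pericyte genes 4 were higher (median log2 fold change -0.05, adjusted p = 0.965), and Notch3 rose when adjusted over the list alone (153 ± 28.9 against 119 ± 8.96 CPM).

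Blood, gut and extraembryonic markers did not separate the groups. Of 19 primitive erythroid genes 16 were lower in KO (median log2 fold change -0.11, adjusted p = 0.965), with none called. Gut endoderm and epithelium genes (11 of 13 higher, median log2 fold change 0.05, adjusted p = 0.965) and yolk sac endoderm genes (14 of 15 higher, median log2 fold change 0.71, adjusted p = 0.965) were not called either. Yolk sac genes varied widely between embryos, as Apob did with 52.6 CPM in KO embryo 6, 27.5 in KO embryo 5 and 0.305 in KO embryo 3. Taken as a mean of the list per embryo on the log2 scale, the direction turned (KO minus WT -0.146, exact permutation p = 0.926). Macrophage and trophoblast lists had 3 measured members each and were too short for a list test; Csf1r of macrophages measured 0.547 ± 0.149 against 0.824 ± 0.318 CPM, and Plac1 of trophoblast 2.21 ± 0.9 against 3.51 ± 1.45 CPM. Of the 5 Y-linked genes and Xist none was called (adjusted p = 0.965 for the list).

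Stress and growth pathways were not called as lists. The integrated stress response genes (13 of 16 higher, median log2 fold change 0.27, adjusted p = 0.946) had 2 members past the threshold when adjusted over the list alone: Vldlr, a lipoprotein receptor, rose (33.2 ± 27.8 against 10.3 ± 1.07 CPM) and the transcription factor Atf5 fell (22.6 ± 2.25 against 27.5 ± 1.29 CPM). Vldlr was highest in KO embryos 5 and 3, at 86.1 and 42.4 CPM, the same embryos in which the HIF genes were highest. Of 13 feedback genes of the ERK pathway 8 were higher (median log2 fold change 0.07, adjusted p = 0.946), and 2, Spred1 and Etv1, rose when adjusted over the list alone (159 ± 9.51 against 140 ± 5.52 CPM and 13.5 ± 3.04 against 9.97 ± 0.967 CPM). No member passed either adjustment by edgeR among p53 targets (10 of 18 higher, median 0.08, adjusted p = 0.959), immediate early genes (10 of 16 higher, median 0.22, adjusted p = 0.965), NF-kappaB targets (4 of 9 higher, median -0.03, mean 0.06, adjusted p = 0.965), proliferation genes (7 of 20 higher, median -0.07, adjusted p = 0.764), cholesterol synthesis genes (10 of 20 higher, median -0.00, adjusted p = 0.965) and cytosolic ribosomal proteins (34 of 76 higher, median -0.01, adjusted p = 0.965). The authors' deposited table calls 1 gene of these lists, Ccna2, lower (DESeq2 adjusted p = 0.0421). Zmat3 (62.9 ± 5.59 against 53.9 ± 3.08 CPM), Ier3 (5.68 ± 8.49 against 1.17 ± 0.319 CPM), Tnfaip3 (4.29 ± 3.25 against 2.35 ± 0.562 CPM), Ccna2 (265 ± 7.69 against 286 ± 5.87 CPM), Stard4 (67.3 ± 16.4 against 55.7 ± 9.04 CPM) and Rpl27 (673 ± 43.3 against 752 ± 43.1 CPM) had among the smallest p in these lists. Ier3 and Tnfaip3 owed their KO means to KO embryo 5, at 22.8 and 10.7 CPM.

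Around the 2 chromosome 17 loci, which lie 11.4 Mb apart, Traf7 was the one gene called by edgeR. Of 462 other tested genes within 15 Mb 0 were called, against 2 of 14340 elsewhere (Fisher's exact test, p = 1.0); at an unadjusted p of 0.05 or less it was 102 genes, or 22.1% against 17.7% elsewhere (p = 0.0189, chosen after the data were seen), DESeq2 called 12 of 445 there, or 2.70% against 2.18% (p = 0.413), and voom called 2. Genes on 1 chromosome are not independent. The neighbours of Traf7 (Caskin1, Mlst8, Pkd1 and Tsc2) had log2 fold changes of 0.35, -0.16, 0.19 and 0.03, and those of 2310061I04Rik (Dhx16, Ppp1r18, Atat1 and Mrps18b) of -0.16, -0.17, -0.29 and -0.32. None passed the edgeR test, and the authors' deposited table calls Dhx16 and Mrps18b, with adjusted p of 0.0262 and 0.0423.

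KO embryos differed more from each other than WT embryos did. The mean distance of a library to its group centroid was 45.6 ± 10.3 in KO (n = 6) and 31.5 ± 4.33 in WT, a ratio of 1.45 (exact permutation test, p = 0.0108). The first principal component (29.2% of variance) set KO embryos 3 and 2 apart, at 58.7 and 35.3, and the second (22.4%) KO embryo 5, at 62.4. Without KO embryo 3 the ratio was 1.32 and no longer past the threshold (exact permutation test, p = 0.0563), and with KO embryos 2, 3 and 5 set aside it was 0.908. By FPKM, 11755 genes had a mean over 1 in both groups, 277 in KO only and 163 in WT only; when every embryo of a group had to pass 1 FPKM the balance turned, with 191 in KO only and 341 in WT only. Of these 440 genes, 429 had both group means within 1 FPKM of the minimum, and the authors' deposited table calls 16 of the 277 and 6 of the 163.

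**Figure D4:**
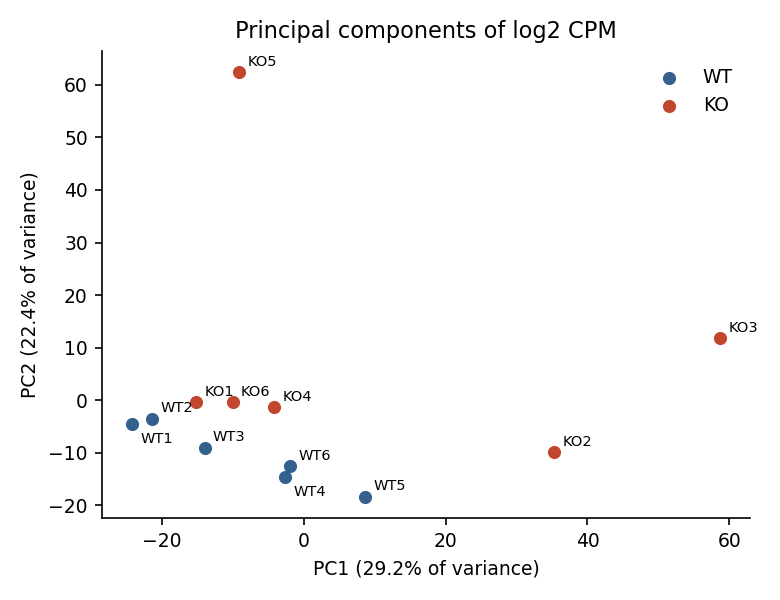
First and second principal components of log2 CPM of the tested genes, 1 point per embryo, WT in blue and KO in red. KO1, KO4 and KO6 lie beside the WT embryos, KO2 and KO3 at 35.3 and 58.7 on the first component, and KO5 at 62.4 on the second.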

Values the study reported

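The study reported that 11,755 genes were common to the KO and WT embryos. It gave 277 genes as specific to the KO embryos and 163 as specific to the WT embryos.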

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

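The tests of 2310061I04Rik in KO embryo 6 against admixture of WT RNA were chosen after the values were seen, and the test on neighbouring genes was chosen before its result was seen. Single embryos stood apart from the other 5 of their group in 24 of 278 groups of values looked at, where chance flags about 1 in 20 groups, or 14. KO embryos gave 16 of them and KO embryo 5 alone 11.

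KO embryo 5 stood apart in the most genes, in both directions. It had 22.8 CPM of Ier3 against 1.19 to 4.22 CPM in the other KO embryos, 13.1 CPM of Nr4a1 (4.89 to 5.87), 14.6 CPM of Junb (5.64 to 7.73), 10.7 CPM of Tnfaip3 (2.15 to 4.22), 19.2 CPM of Chac1 (0.441 to 5.8) and 20.2 CPM of Eda2r (4.13 to 8.7). Flt1, a VEGF receptor, was at 81.9 CPM (37.2 to 50.5) and Aqp1 at 1.09 CPM (0.465 to 0.661). It was lowest of the KO embryos in Traf7 at 13.1 CPM (17.1 to 19.3), in Atf5 at 18.3 CPM (22.2 to 24.5) and in the cell cycle gene Cdc20 at 246 CPM (269 to 280).

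In other embryos the values that stood apart were Thbd in KO embryo 3 at 3.71 CPM (6.75 to 7.33 in the other KO embryos), Epor in KO embryo 6 at 9.14 CPM (3.71 to 5.48), and mt-Nd3 and mt-Rnr2 in KO embryo 1 at 4.96 CPM (3.34 to 3.91) and 269 CPM (69.2 to 137). Among WT embryos Traf7 and Nfkb1 were highest in WT embryo 1 at 144 CPM (114 to 123) and 66.7 CPM (56.6 to 59.5), the yolk sac genes Apob and Cubn in WT embryo 2 at 20.95 CPM (1.15 to 5.09) and 10.2 CPM (0.641 to 3.29), and Ier3 and Nfkbia in WT embryo 6 at 1.8 CPM (0.874 to 1.14) and 18.9 CPM (13.1 to 14.8). Hoxc9 was lowest in WT embryo 5 at 5.65 CPM (14.8 to 19.4). WT embryo 3 had 18.88 M counts (16.71 to 17.39 M).

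2310061I04Rik stood at 6.39 CPM in KO embryo 6, against 1.14 to 2.03 CPM in the other KO embryos, which is 45.6% of the way from their mean to the WT mean. WT RNA mixed into this library is argued against, since it would bring Klf2 along, and Klf2 reached 1.46% of that way and Traf7 0.272%. WT embryos 2 and 4, at 7.2 and 8.05 CPM, lay close to KO embryo 6 and below the other WT embryos at 12.5 to 15.8 CPM, and for that reason both were left out when the scale below was set up. Crossing over between Traf7 and 2310061I04Rik, leaving 1 intact copy of the latter, may be an explanation and stays open. Of 142 tested genes within 5 Mb, 15 separated the other KO embryos from WT embryos 1, 3, 5 and 6. Random labels would give 1.59%, but the share of genes elsewhere that do so was not counted. The 15 placed KO embryo 6 at 0.42 on a scale from WT at 0 to KO at 1. KO embryos 2, 4 and 1, with low 2310061I04Rik, lay at 0.428, 0.57 and 0.632, so the scale could not separate the cases. KO embryos 3 and 5, which stood apart in other genes too, lay at 1.38 and 1.99. The 15 genes were not shown to mark the region. WT embryos 2 and 4 lay at -0.023 and 0.021, among the other WT embryos at -0.051 to 0.069. For the same reason this cannot tell whether they carry a KO copy of the region. A difference in how the 6 KO embryos were bred is not given in the labels and was not tested.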

How the results depend on the processing

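Settings that set embryos aside, the posterior Hox covariate, the list without Klf2, the unadjusted p near the chromosome 17 loci and the exact permutation of list means were chosen after the results were seen. The fall of Traf7 was called in all settings, and 3329 of 3437 values of 133 other named genes and 767 of 784 values of lists kept direction and side of the threshold; 34 gene values moved past the threshold, 15 (all of Lgals1) out of it and 59 took the other sign. The cause was not tested unless named.

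Genes called (3) became 313 by DESeq2 and in the authors' deposited comparison, 53 by voom and 36 without KO embryos 2, 3 and 5; at least 2-fold (2) they became 45, 45, 6 and 6. Leaving out 1 embryo gave 2 to 5 and 2 to 4 genes. 2310061I04Rik passed by DESeq2 (-2.35), by voom (-2.46) and without KO embryos 2, 3 and 6 and WT embryo 5 (-3.16), and ranged from -2.93 to -2.21 with 1 embryo left out. Lists called (1) became 0 by voom, with the replicate block, without KO embryos 2 and 3, without KO embryos 2, 3 and 6 and WT embryo 5, with the Hox covariate and without Klf2, also by permutation of list means; 2 without KO embryos 2, 3 and 5 and by fry; 3 by permutation of list means; and 7 with the preset correlation. Calls near the chromosome 17 loci (0) became 12 by DESeq2, 2 by voom, 3 without KO embryos 2, 3 and 5, and 102 at unadjusted p. Genes detected in KO only (277) and WT only (163) became 191 and 341 when all 6 embryos had to pass.

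The mitochondrial share difference (-0.257) was -0.303 to -0.21 with 1 embryo left out, -0.215 without KO embryos 2, 3 and 5 and -0.232 without KO embryos 2, 3 and 6 and WT embryo 5, and the last 2 did not pass with fewer embryos. The spread ratio (1.45) was 1.32 to 1.57 with 1 embryo left out, 1.20 without KO embryos 2 and 3, 1.21 without KO embryos 2, 3 and 6 and WT embryo 5, and turned to 0.908 without KO embryos 2, 3 and 5.

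The median log2 fold change of the HIF list (0.75) was 0.3762 by voom and 0.2995 without KO embryos 2, 3 and 5. Log2 fold changes of some genes took the other sign. Without KO embryos 2, 3 and 5 these were Cxcr4 (0.21 to -0.0425), Epor (-0.21 to 0.0306), Jag1 (0.12 to -0.0034), Prox1 (0.18 to -0.0104) and Tnfaip3 (0.87 to -0.0072); without KO embryos 2, 3 and 6 and WT embryo 5 Hoxd9 (-0.73 to 0.0678), Tsc2 (0.03 to -0.0093) and Mylk (0.19 to -0.0472); and without KO embryos 2 and 3 Mylk (to -0.0096). mt-Nd3 (-0.15) was 0.0031 by voom, 0.1098 without KO embryos 2, 3 and 6 and WT embryo 5, and -0.252 to 0.0498 with 1 embryo left out.

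Of the Y-linked genes, present in 3 embryos of each group, Ddx3y (0.02) was -0.8728 by voom, -0.0658 with the replicate block, -0.1373 with the Y-linked covariate, -1.0175 without KO embryos 2 and 3, -0.5903 without KO embryos 2, 3 and 5, -0.3533 without KO embryos 2, 3 and 6 and WT embryo 5, -0.636 with the Hox covariate, and -0.3186 to 0.3954 with 1 embryo left out. In the same order Uty (0.06) was -0.8159, -0.0127, -0.0984, -1.0217, -0.5922, -0.3024, -0.6356, and -0.3352 to 0.397. Kdm5d (0.21) was -0.8016 by voom, -0.9018, -0.476 and -0.1752 with embryos set aside, -0.5041 with the Hox covariate, and -0.1957 to 0.5676 with 1 embryo left out. Eif2s3y (-0.0019) was 0.0121 by library size alone, 0.0022 without a filter, 0.0001 with the strict filter, 0.0582 with the replicate block, and -0.4973 to 0.3536 with 1 embryo left out. None of these passed a test.

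The replicate numbers did not pair the embryos: 2 of 6 same-numbered pairs correlated above 0.1 (range -0.316 to 0.285) and 2 KO embryos were closest to their own number. With the replicate block 2 genes and 0 lists were called.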

Other observations

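The tests on posterior Hox genes, on the HIF list without the embryos that stood apart and on immediate early genes, and the exact permutation of list means with and without Klf2 and the split counts without Traf7, were chosen after the results were seen; the splits of the libraries were chosen before, and the Hox covariate after the data but before its own result was seen. Genes in the next paragraph, other than Pdk1, Bnip3 and Aqp1, lie outside the naming rule and were chosen after their values were seen.

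Outside the fixed lists, the authors' deposited table gives Ndufa4l2 (log2 fold change 3.01), Bhlhe40 (2.39), Esm1 (1.21) and Apln (0.44) as higher in KO. Adm (1.89), a member of the HIF list, is also higher there. All were picked singly, and those outside the lists have no list or enrichment test behind them. With KO embryos 2, 3 and 5 set aside, edgeR called 36 genes, 25 of which the authors' deposited table also calls, and 5 belong to the HIF list: Pdk1 (log2 fold change 0.67, SE 0.0748), Bnip3 (0.89), Ero1l (0.52), Pfkfb3 (0.36) and P4ha1 (0.35). Among the 15 that fell were Tuba1a (-0.33), Dbn1 (-0.28), Map4 (-0.23), Actb (-0.16) and Tubb5 (-0.12), for which no shared function was tested. Aqp1 fell (-1.70) and the antigen presentation gene H2-Ab1 rose (0.87). The 3 libraries set aside carry the largest shifts, so these changes are those of KO embryos 1, 4 and 6 against WT.

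Tested by exact permutation of the mean of each list per embryo, 3 of 27 lists passed adjustment over the lists: HIF targets and glycolysis (0.728 higher in KO on the log2 scale, all 6 KO embryos above all WT embryos), flow-responsive genes (-0.471, all 6 below all WT embryos), both at an exact p of 0.00216 (adjusted p = 0.0292), the smallest they can give, and mitochondrial ribosomal proteins (-0.122, 5 of 6 KO embryos below all WT embryos, adjusted p = 0.039). Klf2, which the study singled out on these samples, carries the flow-responsive mean: without it the other 13 members gave -0.147 (exact p = 0.0455, adjusted p = 0.175). With that list in place of the full one 0 lists passed, since the adjusted p of the HIF and mitochondrial ribosome lists then rose to 0.0584. This test sets the embryos of 1 list against each other and does not compare the list with other genes.

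KO embryo 4 had 1954 counts of Y-linked genes and 127 counts of Xist, while the other 5 embryos with Y-linked counts had 0 to 13 counts of Xist. The rRNA genes mt-Rnr1 and mt-Rnr2 held 0.0291 ± 0.0109% of counts in KO and 0.0193 ± 0.00396% in WT (n = 6, exact permutation p = 0.0411), the opposite direction from the mitochondrial mRNAs.

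Posterior Hox genes were near 0 in KO embryos 2 and 3. Loss of Traf7 acting alike in every KO embryo is argued against, since 3 of the other 4 KO embryos had posterior Hox means within the range of the WT embryos other than WT embryo 5; an effect in only some KO embryos stays open. Tissue from the rear of the body missing from these samples may be an explanation: the median log2 ratio of Hox groups 9 to 13 lay below that of groups 1 to 4 by at least 5.41 on the log2 scale, as -5.41 in KO embryo 3 and -5.43 in KO embryo 2, and a shorter loss in KO embryo 6 (-3.96) and WT embryo 5 (-2.12) follows the same order. A younger stage stays open, because the median log2 ratio of 5 tail bud genes, at most -2.21 in these embryos, also reached -3.07 in WT embryo 5 and -2.22 in WT embryo 6. Whether a rear was lost in dissection or never grew in these KO embryos was not tested.

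The mean of the HIF targets and glycolysis genes was higher in all KO embryos than in any WT embryo. The 3 KO libraries that stand apart as the whole cause are argued against, since the list was called without them (camera adjusted p = 0.0122). The adjusted p of the list ranged from 3.18e-21 to 0.726 over its alternatives. KO embryos 1, 4 and 6 had mean log2 ratios of 0.376, 0.386 and 0.275, against at most 0.147 in WT. No list was called without KO embryos 2 and 3, or without KO embryos 2, 3 and 6 and WT embryo 5. Both of those settings keep KO embryo 5. A rear of the body missing in some samples is argued against too, because the median log2 fold change with the posterior Hox covariate was 0.73 against 0.75. The state of the embryo at collection stays open: immediate early genes, which handling raises, had a median log2 fold change of 0.22 without being called. Loss of Traf7, which the groups differ in by design, stays open too. So does the linked loss of 2310061I04Rik, which was lower in the KO embryos and cannot be told apart from loss of Traf7 here. No test of how either would act was made.

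The grouping was set against other splits of the 12 libraries into 6 and 6, 100 of 462 for edgeR and 25 for DESeq2, the real one included. The real split is bound to call Traf7, which was deleted, so the counts were also taken without it. No other split drawn reached the real count of 3 genes called by edgeR (highest other 0) or of 2 called at least 2-fold (highest other 0). Nor did any reach the 313 called by DESeq2 (1 of 25 splits, highest other 22). Without Traf7 the real counts were 2, 1 and 312, and the highest other 0, 0 and 22. Chance is argued against for these counts as totals, for DESeq2 on 25 splits only. The edgeR counts without Traf7 are Klf2 and Lgals1, and at least 2-fold Klf2 alone. Klf2 was singled out by the study on these samples, so these counts rest on few genes. These counts say nothing of a single gene such as Lgals1, whose call was lost in 10 of 12 single removals. For the 1 list called 3 of 100 splits were as large and the highest other is also 1; without Klf2, which the study singled out on these samples, the real split calls 0 lists, so chance is not excluded for the list. At an unadjusted p of 0.05 or less the real split gave 2644 genes and the highest other 1974, so other divisions of these embryos also part many genes.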
